A study of Mus musculus with 21 samples.

How the data were processed

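RNA was measured by bulk sequencing in keratinocytes, the cells of the epidermis, taken from mouse tail skin. The labels name 3 mouse models of basal cell carcinoma (BCC), called SmoM2, Gnas-eKO and PKI, and for each model a set of control mice without tumours (Con). There were 3 Con and 4 BCC libraries per model, 21 libraries in all. Per the labels, cells were taken 29 days after tumour induction in SmoM2, 42 days in Gnas-eKO and 57 days in PKI. Each model was also its own batch (A, B and C), so batch, day and model cannot be told apart, while BCC and Con were compared within a batch. In the file headers, the animal names of the SmoM2 BCC libraries carry another prefix than those of the SmoM2 Con libraries, which share theirs with the Gnas-eKO libraries. What the prefix stands for is not stated, so in SmoM2 the tumour may not be told apart from the origin of the mice. The labels' protocols give a stranded polyA mRNA ligation preparation.

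The deposited count table holds estimated counts per gene, which the authors deposited without normalization. Of its values 33.1% are not whole numbers, so they were taken as estimates that need not be whole. The aligner, the counting tool and their versions are not stated in the labels or the headers, nor is whether counting used the strand. The table has 23713 genes, and no gene has fewer than 10 counts summed over the 21 libraries, so rarer genes are not analysed here. Of the genes, 23048 were found by name in GENCODE M21, an annotation of the mouse genome build GRCm38, and 22906 of these have the same start there. For 22875 the deposited end lies 1 base past the annotated end, so ends are given here 1 base lower than deposited. The second table holds the authors' normalized signal: each deposited count times a factor per library, plus 0.001. The authors call it TMM-normalized in the table's name, and no further step is stated. It was used for alternatives and for the closing values of single genes on chromosome 17 and of genes that set the PKI libraries apart.

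Estimated counts were rounded to whole numbers and tested with edgeR 4.0.16 in R 4.3.3. Within each model, genes were filtered with filterByExpr by group, libraries were scaled by TMM, and BCC was compared with Con in the 7 libraries of the model by the robust quasi-likelihood test (glmQLFit, glmQLFTest), with Benjamini-Hochberg adjustment over the genes tested. Genes with an adjusted p under 0.05 were called. Standard errors of log2 fold changes were taken as the absolute log2 fold change divided by the square root of the quasi-likelihood F. Differences between the BCC effects of 2 models were tested as an interaction contrast on the 14 libraries of both models. An additive batch effect cancels in that contrast, but a batch effect on the size of a change does not. CPM values were computed by edgeR from TMM-scaled library sizes.

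The groups, tests, alternatives, gene sets and naming rule were chosen before the data were examined, except where the text says otherwise. Gene sets for Hedgehog targets, cAMP-CREB targets, proliferation, terminal differentiation and hair follicle were used, and marker lists for other cell types. A set score is the mean log2 CPM (prior count 2) over the tested genes of the set. Scores of 4 BCC and 3 Con libraries were compared with a two-sided exact permutation test over the 35 splits, whose smallest p is 0.0286, with Benjamini-Hochberg adjustment over the 15 set and model pairs. Differences of set effects between models were tested by permuting the model labels within Con and within BCC, over 1400 relabelings. Camera, a competitive set test in limma 3.58.1, was an alternative for the scores, as were a prior count of 0.5, DESeq2's size factors, the authors' normalized values, the median over a set's genes, and paired differences over same-numbered libraries.

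Genes named in the report were fixed by a rule: Smo, Gnas, Pkia, Gli1, Gli2, Ptch1 and Hhip in every model. Another gene that the rule names is not reported here. For each model, the 5 highest and 5 lowest log2 fold changes were added among called genes with a mean log2 CPM of at least 2 and no overlap between BCC and Con. Among genes called in all 3 models in the same direction, the 5 rising and 5 falling genes whose smallest change over the models was largest were added, with a mean log2 CPM of at least 2 in each model. For each interaction contrast the 3 highest and 3 lowest called genes were added, with the same minimum over the 14 libraries. Changes called largest, highest or lowest in the Results are so among the genes that meet these rules.

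Library totals ranged from 16645858 to 22251132 counts. At this depth, 3 counts correspond to at most 0.186 CPM, on TMM-scaled library sizes. Floors cover counting error only, since reads without molecular identifiers are not independent molecules. No pair of libraries within a group agreed within sampling noise (chi-square per degree of freedom of at least 8.93), so none was treated as one library deposited more than once.

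Con and BCC share replicate numbers 1 to 3 in the labels, which is where a pairing could come from. The labels do not say that equal numbers mean littermates or shared handling, and in SmoM2 equal numbers join animals of different prefixes. The main fits have no block, and fits with the replicate number as a block are given beside them. BCC replicate 4 has no same-numbered Con library, so the block gives it a term of its own. That library then adds nothing to the estimated BCC effect, which rests on replicates 1 to 3. Departures from the main fits under the block therefore mix pairing with the loss of that library. These fits are counted below among the alternatives that kept all libraries. The other alternatives for the gene tests were DESeq2's size factors in edgeR, the DESeq2 1.42.0 Wald test, no filter on low counts, a mean count of at least 10, a joint fit of all 21 libraries, limma-trend on log2 of the authors' normalized values plus 1, libraries thinned to the smallest total, sex as a covariate, the removal of Xist and the Y-linked genes, and leaving out each library in turn. Sex was read from Xist and Y-linked counts.

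The fits were tested on simulated counts drawn from the real libraries' means and totals, with 200 genes changed in each model. The changed genes had a mean log2 CPM of at least 2 and changed by at least 2-fold. Noise was independent between genes, so shifts shared by many genes of a library were not simulated. In the real SmoM2 libraries, 1741 of the 4860 called genes changed at least 2-fold. The shares below therefore need not hold for smaller changes, rarer genes or libraries that lie apart. The fits recovered 93% of the changed genes in SmoM2 among 16160 genes tested, 74.5% in Gnas-eKO among 16079 and 88% in PKI among 16114. Unchanged genes made up 9.27%, 8.02% and 6.88% of the calls, above the nominal 5%. For differences between models, 75.6% of the changed genes were recovered for Gnas-eKO against SmoM2, 87.2% for PKI against SmoM2 and 73.8% for PKI against Gnas-eKO, among 15983, 15763 and 15850 genes tested. Unchanged genes made up 6.54%, 2.51% and 6.09% of those calls.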

Results

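Gene expression was measured in tail keratinocytes of 3 mouse models of BCC, a skin tumour driven by the Hedgehog signalling pathway, and of tumour-free control mice. SmoM2 is an activated form of Smoothened, the receptor protein that turns the Hedgehog pathway on. Gnas encodes the stimulatory G protein alpha subunit, which raises cAMP and so activates protein kinase A, and the name Gnas-eKO stands for its knockout. PKI is the name of an inhibitor of protein kinase A, and the labels do not describe the PKI construct. The comparisons ask how tumour-bearing epidermis differs from control epidermis in each model, which changes the models share and where they differ. Library totals were 18338808 to 22251132 counts in SmoM2 Con, 19025067 to 20789219 in SmoM2 BCC, 18579543 to 20445507 in Gnas-eKO Con, 18565825 to 20385328 in Gnas-eKO BCC, 16645858 to 20048618 in PKI Con and 18111699 to 22062731 in PKI BCC. The 10 most abundant genes held 12.4% ± 0.892 of the counts in SmoM2 Con (SD, n = 3) and 7.66% ± 0.53 in SmoM2 BCC (SD, n = 4). These shares were 12% ± 0.612 and 8.56% ± 2.35 in Gnas-eKO, and 11.5% ± 0.677 and 9.84% ± 0.925 in PKI. By Xist and Y-linked counts, every group held libraries of both sexes, with 2 female and 2 male libraries in each BCC group.

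The first principal component of log2 CPM over 17695 genes held 30.2% of the variance and the second 21%. On the first component the 9 Con libraries lay between −57.2 and −40.4 and 11 of the 12 BCC libraries between 32.4 and 59.4. The exception was Gnas-eKO BCC replicate 2, at −20.4. On the second component the 4 PKI BCC libraries lay between −76.2 and −54.1 and the 4 SmoM2 BCC libraries between 39.9 and 56. Pearson correlations between libraries of a group were lowest in Gnas-eKO BCC, from 0.942 to 0.977, and at least 0.971 in the other groups.

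**Figure D1:**
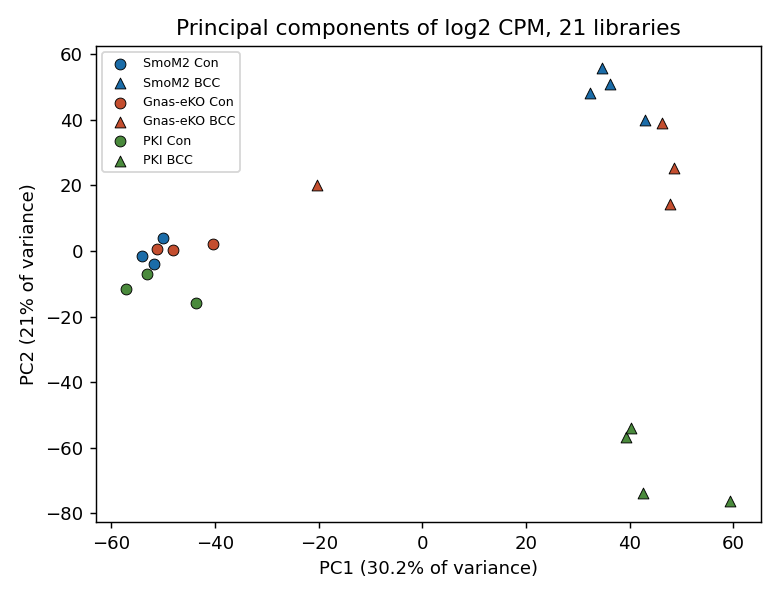
Each point is one of 21 libraries, placed by its first (x axis) and second (y axis) principal component score of log2 CPM, with color for the model, circles for Con and triangles for BCC. All Con libraries lie at −40.4 or lower on the first component, and Gnas-eKO BCC replicate 2 lies at −20.4, between them and the other BCC libraries.

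The altered genes were examined first, because they check the labels. Gnas (ENSMUSG00000027523.19, GRCm38 chromosome 2, 174284320 to 174346744, plus strand) had 174 ± 3.22 CPM in Gnas-eKO Con (SD, n = 3) and 80.8 ± 28.5 CPM in Gnas-eKO BCC (SD, n = 4). All 4 BCC libraries lay below the 3 Con libraries, with 51.4 to 117 CPM against 171 to 177. Its log2 fold change was −1.11 (SE 0.25, edgeR adjusted p 0.0647), which did not pass the threshold. Over its alternatives that kept all libraries, the adjusted p ranged from 0.00022 in a joint fit of all 21 libraries to 0.0993 with the replicate number as a block (−1.10), and it was 0.00137 with the DESeq2 Wald test. Gnas rose by 0.68 on the log2 scale in SmoM2 (edgeR adjusted p 5.49e-05) and by 0.25 in PKI (edgeR adjusted p 0.0311). The rise in PKI did not pass in the joint fit or in 4 of the 7 fits that each left out 1 library. Gnas overlaps the gene Gm20721 on the other strand, so its count is uncertain to the extent that reads were divided between them. Smo (ENSMUSG00000001761.7, chromosome 6, 29735503 to 29761365, plus strand) rose from 104 ± 8.66 CPM (SD, n = 3) to 303 ± 12.5 CPM (SD, n = 4) in SmoM2, a log2 fold change of 1.55 (SE 0.08, edgeR adjusted p 1.13e-06). Its log2 fold change was 0.85 in Gnas-eKO (edgeR adjusted p 0.0503, with a range of 0.00018 in the joint fit to 0.133 with the replicate block over the alternatives that kept all libraries) and 0.53 in PKI (edgeR adjusted p 0.00187). Pkia (ENSMUSG00000027499.12, chromosome 3, 7366669 to 7445366, plus strand) encodes a protein kinase A inhibitor. In PKI it had 4.23 ± 0.64 CPM in Con (SD, n = 3) and 2.75 ± 0.79 CPM in BCC (SD, n = 4), a log2 fold change of −0.62 (edgeR adjusted p 0.0956). It passed with the replicate block (−0.72, edgeR adjusted p 0.0494, in a range of 0.0494 to 0.138 over the alternatives of that kind). Pkia rose by 0.89 in SmoM2 (SE 0.25, edgeR adjusted p 0.0245, not past the threshold in 4 of the 7 fits that each left out 1 library) and by 0.54 in Gnas-eKO (edgeR adjusted p 0.229, not past the threshold). Whether reads of the PKI construct would be counted under Pkia is not known, so this value does not check the label. Smo overlaps Gm13717, Gli1 overlaps Arhgap9 and Ptch1 overlaps A930032L01Rik, so their counts are uncertain in the same way as that of Gnas.

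In SmoM2, 4860 of 16370 genes tested had an adjusted p under 0.05 (edgeR), 2646 higher and 2214 lower in BCC, and 1741 of them changed at least 2-fold. Per the file headers, the animal names of the SmoM2 BCC and Con libraries carry different prefixes. In Gnas-eKO and in PKI, Con and BCC libraries share theirs. Of the genes also called in Gnas-eKO, 264 changed in the same direction and 0 in opposite directions. With PKI the numbers were 1688 and 363. For the 264 genes this argues against a difference in the origin of the mice as the only cause. The 1688 genes argue against it as a set, not gene by gene. For the other genes it is not excluded. Same-numbered Con and BCC libraries deviated from their group means with a mean correlation of −0.11. With the replicate number as a block, 3428 genes were called, and 1477 of them changed at least 2-fold. That paired fit moved the count of called genes most among the alternatives. Among the largest rises in SmoM2 were those of Hhipl1 (log2 fold change 6.73, SE 0.28), Cyyr1 (6.13), Pi15 (6.12) and Col27a1 (6.11). Hhipl1 (chromosome 12, 108306270 to 108330869) rose from 0.265 ± 0.178 CPM (SD, n = 3) to 30.1 ± 4.11 CPM (SD, n = 4), with an edgeR adjusted p of 4.34e-07. The largest falls were those of Krtap7-1 (−4.94, SE 0.71), Adh6b (−4.88), 2310057N15Rik (−4.37), Krtap13 (−4.36) and 2310034C09Rik (−4.35). Krtap7-1, Krtap13 and their neighbours belong to families of similar genes on chromosome 16, so their counts are uncertain. Cyyr1 overlaps Gm2541 and Pi15 overlaps Gm28154, so theirs are too. In the paired fit, Krtap13, 2310034C09Rik and 2310057N15Rik were no longer past the threshold.

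In Gnas-eKO, 267 of 16409 genes had an adjusted p under 0.05 (edgeR), 240 higher and 27 lower in BCC, and 235 changed at least 2-fold. At an unadjusted p under 0.05 there were 3212 genes. The mean correlation of same-numbered deviations was 0.10, and with the replicate number as a block 135 genes were called, 134 of them at least 2-fold changed. That block sets BCC replicate 4 aside, and leaving this library out without a block gave 59 genes. The count depended on the model fitted, with 2644 genes in a joint fit of all 21 libraries and 106 with sex as a covariate. Among the largest rises were those of Prss35 (log2 fold change 6.30, SE 0.87), Col27a1 (6.16), Foxi3 (5.66) and Adgra2 (5.47). Prss35 (chromosome 9, 86743649 to 86758443) rose from 0.94 ± 0.524 CPM (SD, n = 3) to 75.2 ± 58 CPM (SD, n = 4), with an edgeR adjusted p of 0.0216. The largest falls were those of Krt90 (−2.39, SE 0.46), Gpnmb (−1.95), Igfbp2 (−1.81), Gypc (−1.80) and Sox15 (−1.67). Adgra2 overlaps Brf2 and Sox15 overlaps Mpdu1. In the paired fit Krt90, Gpnmb and Sox15 were no longer past the threshold.

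In PKI, 5653 of 16397 genes had an adjusted p under 0.05 (edgeR), 3063 higher and 2590 lower in BCC, and 1988 changed at least 2-fold. The mean correlation of same-numbered deviations was 0.15, and with the replicate number as a block 5988 genes were called, 2098 of them at least 2-fold changed. The largest rises were those of S100a9 (log2 fold change 8.88, SE 1.12), S100a8 (8.82), Krt6b (8.70), Krt26 (7.91) and 2610528A11Rik (6.68). Krt6b (chromosome 15, 101676023 to 101680287) rose from 6.09 ± 2.05 CPM (SD, n = 3) to 2523 ± 1280 CPM (SD, n = 4), with an edgeR adjusted p of 0.000356. Krt6b has a close copy among the keratin genes and overlaps Gm44383, so its count is uncertain, as are those of the Krtap genes. The largest falls were those of 2310034C09Rik (−6.61, SE 0.84), Krtap3-1 (−5.16), Krtap3-3 (−4.69), 2310079G19Rik (−4.67) and Krtap7-1 (−4.16). Their Con libraries varied widely, as for Krtap7-1 with 102 ± 98.6 CPM (SD, n = 3). In the paired fit, 2310034C09Rik alone among the 5 stayed past the threshold.

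Of the Hedgehog target genes fixed beforehand, Gli1, Gli2 and Ptch1 rose past the threshold in SmoM2 (edgeR), and Hhip did not. Ptch1 (chromosome 13, 63508328 to 63573598, minus strand) rose from 35.9 ± 6.46 CPM (SD, n = 3) to 934 ± 128 CPM (SD, n = 4) in SmoM2. It rose from 33.4 ± 4.8 to 590 ± 346 CPM in Gnas-eKO, and from 34 ± 4.92 to 271 ± 53.7 CPM in PKI, with the same numbers of libraries. The log2 fold changes of Ptch1 were 4.70 (SE 0.17, edgeR adjusted p 3.5e-07), 4.14 (SE 0.51, adjusted p 0.0172) and 2.99 (SE 0.18, adjusted p 4.8e-05). Gli2 (chromosome 1, 118834132 to 119053619) rose by 3.54, 2.60 and 1.31 on the log2 scale, with edgeR adjusted p of 3.86e-08, 0.00699 and 0.00521. In Gnas-eKO, Ptch1 no longer passed when any one Con library was left out (edgeR adjusted p 0.105 to 0.146). Gli2 no longer passed there without Con replicate 1 or Con replicate 2 (edgeR adjusted p 0.0714 and 0.0763). Gli1 (chromosome 10, 127329882 to 127341974) rose by 4.88 in SmoM2 (edgeR adjusted p 0.000462), by 4.67 in Gnas-eKO (adjusted p 0.0715, not past the threshold, with a range of 0.000108 to 0.287 over the alternatives that kept all libraries) and by 2.93 in PKI (adjusted p 7.1e-05). Hhip (chromosome 8, 79965851 to 80058006) passed the threshold in no model in the main fits. Its log2 fold changes were 3.81, 1.40 and −2.28, with edgeR adjusted p of 0.0537, 0.358 and 0.166. In SmoM2 its adjusted p depended on the alternative. It ranged from 0.00143 with the DESeq2 Wald test to 0.167 with the replicate block, over those that kept all libraries. In PKI, Hhip changed direction to 0.38 without Con replicate 1. Over the 9 Con libraries of the 3 models, Hhip ranged from 1.39 to 50.7 CPM, high in those with Xist and low in those with Y-linked reads.

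**Figure D2:**
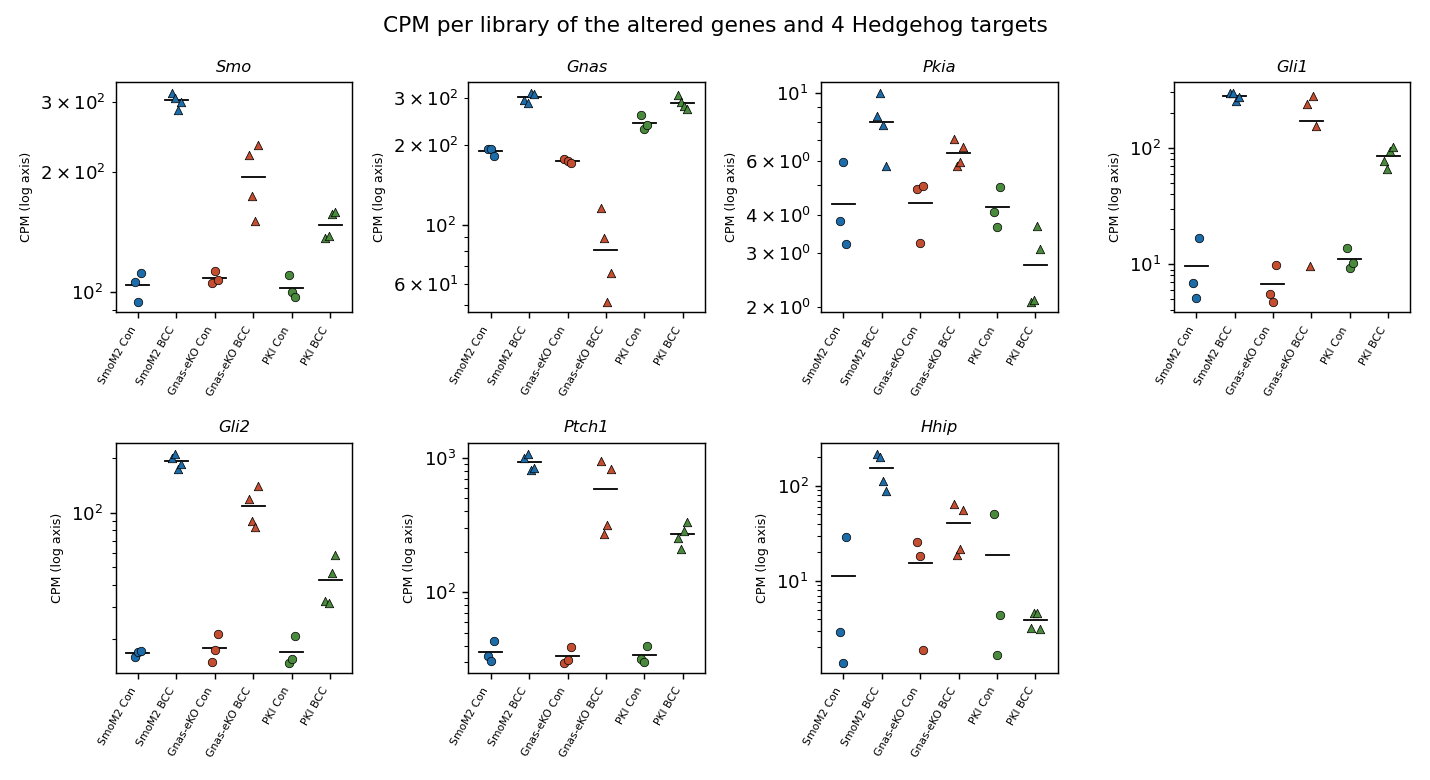
Each point is one library's CPM (log axis) of the gene named above the panel, with the groups along the x axis, circles for Con, triangles for BCC and a line at the group mean. Ptch1 rises from Con means of 35.9, 33.4 and 34 CPM to means of 934, 590 and 271 CPM in SmoM2, Gnas-eKO and PKI BCC, and Gnas in Gnas-eKO BCC lies at 51.4 to 117 CPM, below its Con libraries.

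The Hedgehog target score, a mean over 10 genes, was higher in all 4 BCC libraries than in the 3 Con libraries of each model. The difference was 3.04 in SmoM2, 2.22 in Gnas-eKO and 1.28 in PKI (exact permutation p 0.0286 each, adjusted p 0.0476). These scores lie next to the threshold, because the smallest p of the design is 0.0286. With DESeq2's size factors, the adjusted p of each was 0.0536. Over all genes tested, 6, 4 and 6 of the 10 Hedgehog genes were called higher in SmoM2, Gnas-eKO and PKI, and adjusted over the list alone 8, 6 and 6 were. In PKI 1 of the 10 was called lower either way. For hair follicle genes 9, 1 and 6 were called higher over all genes and 9, 8 and 7 over the list alone, while 1, 0 and 3 were called lower over all genes and 2, 0 and 3 over the list alone. For terminal differentiation genes 10, 1 and 9 were called lower over all genes and 12, 1 and 10 over the list alone, with 1 called higher in PKI either way. For cAMP-CREB targets 3, 0 and 3 were called higher either way, and 2 lower in PKI. The proliferation score rose by 0.88 in PKI, where all 18 of its genes were called higher, and all 4 BCC libraries lay above Con (exact permutation adjusted p 0.0476). It fell by 0.35 in Gnas-eKO (exact permutation adjusted p 0.0476), where none of the 18 genes was called, and by 0.16 in SmoM2 (exact permutation adjusted p 0.398), where 2 were called lower. The terminal differentiation score fell by 1.06 in SmoM2 (exact permutation adjusted p 0.0476) and by 0.89 in PKI (0.0779, not past the threshold). In Gnas-eKO it fell by 0.12 (exact permutation adjusted p 0.4). The hair follicle score rose by 1.15 in SmoM2 and by 0.58 in PKI (exact permutation adjusted p 0.0476 each), and by 1.01 in Gnas-eKO (0.0779). With the median over a set's genes in place of the mean, the hair follicle score in SmoM2 moved most, to 2.08, the Hedgehog score in SmoM2 was 3.66, and hair follicle in PKI (−0.02) and terminal differentiation in Gnas-eKO (0.12) changed direction. The cAMP-CREB target score rose by 0.53 in SmoM2 (exact permutation adjusted p 0.0476), but camera, which compares a set with all other genes, gave an adjusted p of 0.208. Its rises of 0.36 in Gnas-eKO and 0.66 in PKI did not pass the threshold (exact permutation adjusted p 0.198 and 0.179). The mean correlation of same-numbered deviations was −0.11, 0.10 and 0.15 in SmoM2, Gnas-eKO and PKI. As paired differences over same-numbered libraries (replicate block), which were not tested with 3 pairs, the Hedgehog score differed by 3.06, 2.06 and 1.19, and the proliferation score by −0.22, −0.37 and 0.89, in SmoM2, Gnas-eKO and PKI. The paired differences were −1.20, −0.06 and −1.03 for terminal differentiation, 1.14, 0.91 and 0.57 for hair follicle, and 0.54, 0.31 and 0.85 for cAMP-CREB targets.

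**Figure D3:**
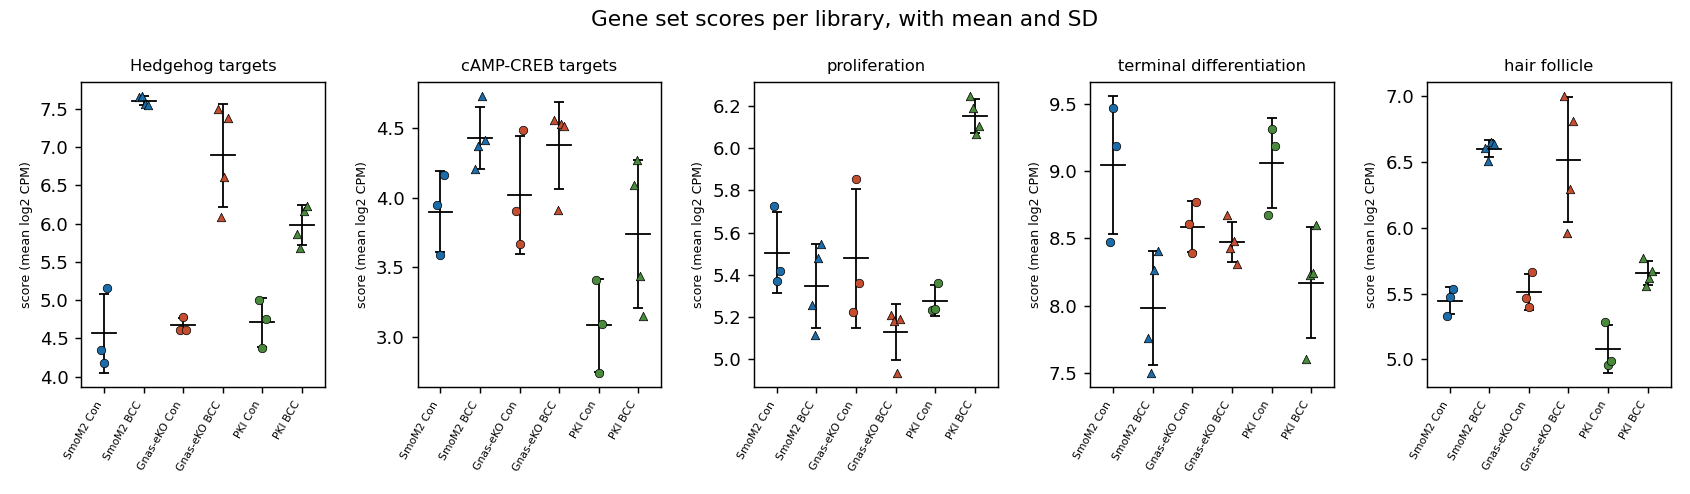
Each point is one library's gene set score (y axis, mean log2 CPM over the genes of the set named above the panel), by group along the x axis, with lines at the mean and error bars of 1 SD. The Hedgehog score of all 4 BCC libraries lies above Con in each model, while the proliferation score rises by 0.88 in PKI and not in the other models.

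Among 15640 genes tested in all 3 models, 153 had an adjusted p under 0.05 (edgeR) in each model in the same direction, 141 higher and 12 lower in BCC. With the replicate number as a block (same-numbered correlations of −0.11, 0.10 and 0.15 in SmoM2, Gnas-eKO and PKI), 88 genes met this, 77 of them among the 153. Among the alternatives that kept all libraries, the joint fit moved the count most, to 723, and leaving out 1 library gave from 0 to 804. Among the rising genes with the largest smallest change were Cntfr, Col27a1, Pi15 and Prss35. Cntfr (chromosome 4, 41657498 to 41697089) had log2 fold changes of 5.62, 5.37 and 5.53 in SmoM2, Gnas-eKO and PKI, with edgeR adjusted p of 8.04e-05, 0.0207 and 4.63e-05. The falling genes were Gpnmb, Igfbp2, Abhd12b, Them5 and Rab30. Gpnmb (chromosome 6, 49036546 to 49070929) had log2 fold changes of −2.31, −1.95 and −2.02, with edgeR adjusted p of 3.91e-07, 0.0372 and 0.00305. In the paired fits these 4 rising genes passed in all 3 models. None of the 5 falling genes did, since Gpnmb, Abhd12b, Them5 and Rab30 did not pass in Gnas-eKO and Igfbp2 did not in SmoM2 and PKI. Pi15 overlaps Gm28154 and Rab30 overlaps Gm45200. Of the 267 Gnas-eKO genes, 264 were also called in SmoM2, all in the same direction. SmoM2 and PKI had 2051 called genes in common, 1688 in the same direction and 363 in opposite directions. PKI and Gnas-eKO had 166 in common, 154 in the same direction and 12 in opposite directions. Across genes, which are not independent replicates, log2 fold changes correlated with Pearson's r of 0.75 (Spearman's rho 0.586) between Gnas-eKO and SmoM2. The values were 0.449 (0.29) between PKI and SmoM2 and 0.495 (0.281) between PKI and Gnas-eKO. In the paired fits (replicate block) Pearson's r was 0.704, 0.421 and 0.477, and without a filter on low counts, which moved it most, it was 0.416, 0.261 and 0.328.

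The difference between BCC effects was then tested for each pair of models, each of which is also a pair of batches. Gnas-eKO and SmoM2 differed for 30 of 17151 genes at an adjusted p under 0.05 (edgeR), 13 with a higher and 17 with a lower effect in Gnas-eKO. PKI and SmoM2 differed for 4300 of 17261 genes, 2181 higher and 2119 lower in PKI. PKI and Gnas-eKO differed for 1564 of 17254 genes, 775 higher and 789 lower in PKI. With the replicate number as a block the counts were 21, 3958 and 925, where same-numbered deviations correlated by −0.11, 0.10 and 0.15 in SmoM2, Gnas-eKO and PKI. The DESeq2 Wald test moved the first count most, to 212. For each pair of models, the rankings below are among called genes with a mean log2 CPM of at least 2 over the 14 libraries. Between Gnas-eKO and SmoM2, the highest interaction values were those of Gt(ROSA)26Sor (4.50, SE 0.43, edgeR adjusted p 0.000207), Rpl34 (3.48) and Gem (2.53). The lowest were those of Gm7292 (−4.29, SE 0.38), Serpina3i (−4.28) and Serpina3h (−2.37). Gt(ROSA)26Sor (chromosome 6, 113067428 to 113077333, overlapping Thumpd3 on the other strand) had 15.7 ± 1.23 CPM in SmoM2 Con (SD, n = 3) and 0.798 ± 0.329 CPM in SmoM2 BCC (SD, n = 4). In Gnas-eKO it had 14.9 ± 1.31 and 17.3 ± 7.68 CPM. Rpl34, Gm7292, Serpina3h and Serpina3i have near-identical copies or pseudogenes, so their counts are uncertain. These 6 genes passed in the paired fit too. In each of the 6, the SmoM2 BCC libraries lay apart from those of SmoM2 Con, Gnas-eKO Con and Gnas-eKO BCC. Rpl34 averaged 13.5 CPM in SmoM2 BCC, against 124, 126 and 152 CPM in those groups, in that order. Of these groups, SmoM2 BCC alone has another animal prefix. For these 6 genes a tumour effect therefore cannot be told apart from the origin of the mice.

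Between PKI and SmoM2, the highest interaction values were those of Sprr2a3 (7.89, SE 1.35), Krt6b (7.67) and Gm6344 (6.91, edgeR adjusted p 0.048), and the lowest those of Slc15a2 (−7.25, SE 1.92), Nptx1 (−6.19) and Hhip (−6.10, edgeR adjusted p 0.0222). Nptx1 (chromosome 11, 119538719 to 119547753) rose from 4.1 ± 0.161 to 54.5 ± 14.5 CPM in SmoM2 and fell from 16.8 ± 2.76 to 3.04 ± 1.06 CPM in PKI (SD, n = 3 Con and 4 BCC libraries). Its edgeR adjusted p was 8.31e-07. Gm6344 overlaps Uimc1, Slc15a2 overlaps Gm8425, and Sprr2a3 has near-identical copies, so their counts are uncertain. With the replicate block, Gm6344 and Hhip no longer passed. Some of these values involve unlike controls. Slc15a2 averaged 0.166 CPM in SmoM2 Con, with at most 5 counts, and 33.5 CPM in PKI Con. In PKI BCC it ranged from 0.719 to 40.3 CPM, overlapping PKI Con at 20.5 to 40 CPM. Krt6b averaged 122 CPM in SmoM2 Con and 6.09 CPM in PKI Con. Gm6344 ranged from 0.0577 to 88.6 CPM within SmoM2 Con. Between PKI and Gnas-eKO, the highest values were those of Gypc (7.59, SE 0.57), Krt6b (6.87) and 2610528A11Rik (5.12), and the lowest those of Slc15a2 (−7.37, SE 2.01), Vcan (−4.28) and Nptx1 (−4.18). Gypc (chromosome 18, 32528322 to 32560034) fell from 22 ± 1.68 to 6.34 ± 2.03 CPM in Gnas-eKO and rose from 0.211 ± 0.199 to 12.7 ± 2.01 CPM in PKI (SD, n = 3 Con and 4 BCC libraries), with an edgeR adjusted p of 4.23e-05. Vcan overlaps Gm4117. With the replicate block, 2610528A11Rik, Nptx1 and Vcan no longer passed. Controls were unlike in this contrast too. In Gnas-eKO Con, Slc15a2 averaged 0.203 CPM, with at most 8 counts, and Krt6b averaged 118 CPM.

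Of the set scores, the rise in proliferation differed between PKI and SmoM2 by 1.03 (permutation p 0.00143 over 1400 relabelings, adjusted p 0.0214 over 15 tests). The Hedgehog score rose less in PKI than in SmoM2, by −1.77, and proliferation differed between PKI and Gnas-eKO by 1.23. Both had a permutation p of 0.01 and an adjusted p of 0.05, at the threshold and not under it. None of the other 12 set differences passed the threshold, and the Hedgehog score of Gnas-eKO against SmoM2 differed by −0.82 (permutation adjusted p 0.211). The cAMP-CREB and hair follicle scores hold 12 genes in SmoM2 and Gnas-eKO and 13 in PKI. Their differences with PKI therefore compare unlike lists. A level difference between models shared by Con and BCC also widens the permuted values, so these tests may miss differences.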

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

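The tests of replicate 2 of Gnas-eKO BCC, of the mitochondrial share, of chromosome 17, of pseudogenes, of sex, and of the proliferation score, and the splits within models and between Gnas-eKO and SmoM2, were chosen only after the result was seen.

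Within the BCC groups of 4 libraries, 97 sets of values were searched for a library lying apart, by Dixon's ratio of the gap to the whole range, at its 95% critical value. Chance gives about 1 in 20, or 4.9 of 97, and 7 were found, so the number alone is near what chance gives. Of the 7, 6 were in Gnas-eKO. Replicate 2 of Gnas-eKO BCC had 19.9 CPM of Pi15 against 140 to 155 in the others, 25.7 CPM of Rab30 against 16 to 17.3, and a cAMP-CREB score of 3.91 against 4.51 to 4.56. Replicate 1 had 3.31 CPM of Gypc against 7.14 to 7.72. Replicate 3 had a proliferation score of 4.93 against 5.18 to 5.21, and 8.53% mitochondrial counts against 3 to 3.48%. In PKI BCC, replicate 3 had 77 CPM of Gpnmb against 42.9 to 44. The values of Gypc, Gpnmb and the proliferation score were given no test of their own, and no biological explanation was tested for single libraries.

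Replicate 2 of Gnas-eKO BCC also lay nearest the controls on the first principal component. It is not a mislabelled control by its Gnas level, which was 89.6 CPM against at least 171 CPM in the controls. A candidate explanation is tumour RNA diluted by RNA of unaffected epidermis. Over 188 genes at least 4-fold higher in SmoM2 BCC, the median rise in the 4 Gnas-eKO BCC libraries was 78.8%, 23.5%, 43.8% and 89.2% of the rise in SmoM2, in the order of replicates. Gnas was reduced by 33.1%, 48.5%, 70.5% and 62.2%. The rise per percent of Gnas lost was 0.485 in replicate 2, within 2-fold of the 0.621 in replicate 3, and 2.38 and 1.43 in the others. The test asked only whether another library came within 2-fold, so it is weak and does not settle dilution. Dilution alone would give similar ratios in all 4 libraries, which 0.485 to 2.38 are not, and replicate 2 lost more Gnas than replicate 1 with less of the rise. It would also lower tumour genes alike, yet in replicate 2 Ptch1 reached 271 CPM while Gli1, at 9.66 CPM, stayed within its Con range of 4.75 to 9.92 CPM. A less advanced tumour was not tested.

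The mitochondrial share of replicate 3 came with a pseudogene share of 10.7%, above the 7.45% that was the highest among the other 20 libraries. That is consistent with a library of other RNA quality, as a hypothesis.

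The BCC effect differed between models. Between Gnas-eKO and SmoM2, 30 genes differed, and 3 of 100 relabellings of the libraries between the 2 models gave as many, the real one included. The largest relabelled count was 44. Between PKI and SmoM2, 4300 genes differed, and the real labelling alone among 100 gave as many, with 3458 in the next. Between PKI and Gnas-eKO, 1564 genes differed, again 1 of 100, with 1332 in the next. Thinning all libraries to the smallest total gave 30, 4144 and 1514 genes, so depth does not account for them. Interaction values were weakly related to transcript GC content (Spearman's rho −0.063, 0.016 and 0.063 across genes, in the same order) and to transcript length (rho −0.052, −0.15 and −0.129). Values were held for at least 97.8% of the genes. Each model is a batch, so batch cannot be told apart from model. Of the genes that differed and were also tested between controls, 0%, 2.42% and 5.31% also differed between the Con groups of the 2 models. Between Gnas-eKO and SmoM2 controls 0 genes differed at an adjusted p under 0.05 and 647 at an unadjusted p under 0.05. The other pairs of controls differed for 237 and 327 genes.

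Among the 30 genes that differed between Gnas-eKO and SmoM2, 6 lay within the first 10 Mb of chromosome 17 (Zdhhc14, Tmem181a, Dynlt1b, Tmem181b-ps, Rsph3b and Tagap, named after their values were seen), where 50 genes were tested. Random placement of 30 calls gave at most 5 in any of 278 windows of 10 Mb (permutation p 1e-04, the smallest that 10000 permutations can give). SmoM2 BCC had a higher mean normalized signal than SmoM2 Con in 5 of them, as for Dynlt1b with 18.1 against 1.75, and a lower one in Tmem181a, with 20.4 against 55.6. For Dynlt1b the Gnas-eKO Con and BCC means were 1.84 and 2.12. A candidate explanation is a stretch of chromosome 17 from another strain in the SmoM2 tumour mice, which their controls would lack. Per the file headers, the column names of the SmoM2 controls carry the same animal prefix as those of the Gnas-eKO mice, and the SmoM2 tumour mice another. Genes in such a stretch would differ with strain and not with the tumour. The same difference in prefix applies to all genes called in SmoM2. Origin of the mice was not tested for them, apart from the overlap of calls with the other models. Pseudogenes made up 20% of the 30 genes against 12.2% of the genes tested (Fisher's exact p 0.256), so no excess was detected by this test.

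Of the genes fixed beforehand, the Gnas effect differed between Gnas-eKO and SmoM2 by −1.78 (edgeR adjusted p 0.017), between PKI and Gnas-eKO by 1.36 (0.011) and between PKI and SmoM2 by −0.42 (0.00506). The altered gene Smo differed between PKI and SmoM2 by −1.02 (edgeR adjusted p 4.51e-05). Pkia differed by −1.51 between PKI and SmoM2 (edgeR adjusted p 0.00939) and by −1.17 between PKI and Gnas-eKO (0.0446). Rises in PKI were below those in SmoM2 by −1.95 for Gli1 (edgeR adjusted p 0.00851), −2.23 for Gli2 (0.000126) and −1.71 for Ptch1 (0.000268). Gli2 also rose less in PKI than in Gnas-eKO, by −1.29 (0.029). Gnas fell in Gnas-eKO (−1.11, edgeR adjusted p 0.0647, all 4 BCC libraries below Con) and rose in SmoM2 (0.68) and PKI (0.25). A batch effect on the size of a change does not reverse its sign. These values argue against it for the Gnas differences that involve Gnas-eKO. The other differences cannot be told apart from such an effect. None of the differences can be told apart from the different days after induction. Hhip differed between PKI and SmoM2 by −6.10 (edgeR adjusted p 0.0222). With sex as a covariate the difference was −5.93 (adjusted p 0.00455). The value hardly moved, which goes against a sex effect common to Con and BCC libraries. An additive term does not describe a sex effect in the controls alone, so that is not ruled out. Without PKI Con replicate 1, the only PKI control with Xist, the difference was −3.42 and no longer passed (edgeR adjusted p 0.133). It did not pass either without SmoM2 Con replicate 1, a control with Y-linked reads (−5.64, edgeR adjusted p 0.0509). Over the alternatives for Hhip in PKI against SmoM2 (difference of effects) that kept all libraries, adjusted p ranged from 0.000651 to 0.174, the latter with the replicate block.

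The proliferation score rose in PKI and its effect differed from that in SmoM2 by 1.031, which cannot be told apart from batch. Library totals of PKI BCC (18111699 to 22062731) and Con (16645858 to 20048618) gave an exact permutation p of 0.2, which with 3 and 4 libraries does not exclude a difference in depth. T cell markers rose by 2.28 in the same libraries, so dividing T cells could contribute. With 3 and 4 libraries the data do not separate this from dividing keratinocytes.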

How the results depend on the processing

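The alternatives were listed before the data were examined, except sex as a covariate for the genes fixed beforehand, which was chosen after seeing the data. Under it, Hhip in SmoM2 passed the threshold (log2 fold change 4.05, edgeR adjusted p 0.0135), against a range of 0.00143 to 0.167 over its other alternatives that used all libraries.

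The counts of called genes in SmoM2 and PKI, and of genes that differed between PKI and SmoM2, stayed within 1.5 times under the 10 alternatives that kept all libraries. They ranged from 3428 to 5307 in SmoM2, from 5188 to 6331 in PKI and from 2993 to 4886 between PKI and SmoM2. The count in Gnas-eKO did not. It was 1534 with the DESeq2 Wald test (1112 higher, 422 lower), 2644 in the joint fit of all 21 libraries (1573 higher, 1071 lower), 135 with the replicate block and 106 with sex as a covariate, against 267. The at least 2-fold changed genes numbered 925, 1117, 134 and 101 under the same alternatives, against 235. The shared genes numbered 686, 723, 88 and 68, against 153. Of the 267 genes, 267 were called by DESeq2, 265 in the joint fit, 105 with the block and 103 with sex as a covariate. The genes that differed between Gnas-eKO and SmoM2 numbered 212 with DESeq2, 66 in the joint fit and 48 with limma-trend on the authors' normalized values (13 higher, 35 lower), against 30 (13 higher, 17 lower). Those between PKI and Gnas-eKO numbered 2389 with DESeq2 and 925 with the replicate block, against 1564. The cause was not tested.

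Leaving out each library in turn gave 3613 to 4627 called genes in SmoM2 and 1514 to 1806 changed at least 2-fold. In PKI the counts were 4057 to 5466 and 1717 to 2009. In Gnas-eKO they ran from 0 to 1910, and from 0 to 1221 changed at least 2-fold. The count of 0 arose without Con replicate 1 and without Con replicate 2, with 2215 and 2085 genes at an unadjusted p under 0.05. Shared genes ran from 0 to 804. Genes with different effects ran from 14 to 79 between Gnas-eKO and SmoM2, from 3401 to 4429 between PKI and SmoM2 and from 673 to 2512 between PKI and Gnas-eKO. Correlations across genes ran from 0.688 to 0.755, 0.423 to 0.467 and 0.422 to 0.539 for Gnas-eKO and SmoM2, PKI and SmoM2, and PKI and Gnas-eKO.

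Without a filter on low counts these correlations fell to 0.416, 0.261 and 0.328. With limma-trend that of PKI and SmoM2 was 0.405.

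The set scores kept their direction with 2 exceptions, but those past the threshold are next to it. With DESeq2's size factors, the scores past the threshold had adjusted p of 0.0536 or 0.0779. The differences were 3.038, 0.524, −1.068 and 1.146 for Hedgehog, cAMP-CREB, terminal differentiation and hair follicle in SmoM2. They were 2.216 and −0.354 for Hedgehog and proliferation in Gnas-eKO, and 1.273, 0.871 and 0.574 for Hedgehog, proliferation and hair follicle in PKI. With the authors' normalized values the same 9 differences were 2.919, 0.409, −1.034, 1.081, 2.115, −0.352, 1.211, 0.851 and 0.466, with the same adjusted p. With the median over genes, adjusted p was at least 0.0714, and the differences were 3.66, 0.92, −1.055 and 2.081 in SmoM2, 2.655 and −0.361 in Gnas-eKO, and 2.174 and 0.893 for Hedgehog and proliferation in PKI. The median reversed terminal differentiation in Gnas-eKO (0.117) and hair follicle in PKI (−0.015). In camera, with the mean log2 fold change as value, cAMP-CREB in SmoM2 no longer passed (0.505), and hair follicle in Gnas-eKO (1.099) and terminal differentiation in PKI (−0.844) passed. Adjustment over 15 tests passes at the smallest p of the design only when enough tests reach it: 9 did in the reported scores.

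Leaving out each library, which gave values without a test, moved the Hedgehog score between 2.852 and 3.338 in SmoM2, 2.028 and 2.492 in Gnas-eKO and 1.108 and 1.42 in PKI. The proliferation score moved between −0.225 and −0.048, −0.481 and −0.166, and 0.832 and 0.914. Terminal differentiation moved between −1.349 and −0.849, −0.219 and −0.028, and −1.085 and −0.716. Hair follicle moved between 1.093 and 1.192, 0.853 and 1.194, and 0.519 and 0.68. The cAMP-CREB score moved between 0.373 and 0.66, 0.149 and 0.576, and 0.407 and 0.833.

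Over the 91 values of named genes, the alternatives that kept all libraries left 698 values on the same side of the threshold, moved 41 out of it and 13 into it. Leaving out a library left 608, moved 148 out and 6 in, and reversed 1. The reversed value was Hhip in PKI (log2 fold change), which ran from −2.818 to 0.375, the latter without Con replicate 1. That library has the most Hhip of the 3 Con libraries.

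At this depth a gene with 3 counts or fewer in a library, at most 0.186 CPM, is not distinguishable from 0. Thinning to the smallest total changed no count by more than 1.5 times, so differences in depth did not drive the counts.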

Other observations

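All tests in this part were chosen after the pattern was seen, apart from the splits of the shared genes, and they followed searches over marker genes, principal components, genes setting a model apart and windows of the genome.

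Within a model, 8 of the 35 splits of its 7 libraries part all 3 same-numbered pairs. In SmoM2, Gnas-eKO and PKI, 1 of the 8 gave as many called genes as the labels, the real one, with at most 8 genes in the others. The same held for genes changed at least 2-fold. With 8 splits the share cannot fall under 0.05. The other 27 splits part fewer pairs, and in SmoM2 and PKI none of them gave more than 1 and 10 genes. In Gnas-eKO, 1 of the 27 gave 2060 genes, 1111 of them at least 2-fold changed, more than the 267 and 235 of the labels. It sets BCC replicates 1, 3 and 4 against the 3 Con libraries with BCC replicate 2. For the shared genes, 1 of 100 drawn combinations of splits gave as many as 153, the real one.

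Gnas-eKO gave fewer called genes than the other models. Lower depth is not the reason, since SmoM2 thinned to the smallest total gave 4756. A candidate explanation is the spread that BCC replicate 2 adds: without it 1910 genes were called, against at most 291 without any other BCC library. That library was not left out of any result.

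Hhip, a Hedgehog target, differed between control mice by sex. In each of the 3 models, every Con library with Xist had more Hhip than every Con library with Y-linked reads, at 18.5 to 50.7 CPM in 4 libraries against 1.39 to 4.33 in 5. The mean difference within models was 3.35 on the log2(CPM+1) scale (exact permutation p 0.037 over 27 arrangements, the smallest they can give). The order held in 3 of 3 models, so batch does not account for it. A model of sex and mouse model over the 9 controls called 444 autosomal genes of 15899 genes tested, and Hhip (log2 difference 3.8, edgeR adjusted p 0.000942) ranked 21 by p among them. A sex difference in Hhip of control epidermis may therefore add to the spread of its BCC comparison.

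Same-numbered Con and BCC libraries were of the same sex in 3 of 3 pairs in Gnas-eKO, 2 of 3 in PKI and 0 of 3 in SmoM2. Between libraries with different numbers, the mean correlation of deviations was 0.144 higher for the same sex than for opposite sexes. Libraries with the same number correlated by 0.116 over 5 pairs of the same sex and by −0.031 over 4 pairs of opposite sexes. Those with different numbers correlated by 0.054 over 8 pairs and −0.09 over 10. Sex may therefore contribute to the pairing by number, and these few pairs do not show whether the number itself adds to it.

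In PKI BCC the T cell and myeloid marker scores rose by 2.28 and 2.49 and lay above Con in all 4 libraries, with exact permutation adjusted p of 0.0735 each, not past the threshold. Both had the smallest p of the design, 0.0286, and too few of the marker tests reached it for it to pass after adjustment. Camera gave adjusted p of 3.9e-05 and 3.99e-05, and all 8 T cell and 7 of 9 myeloid markers tested were called higher (edgeR). The smaller rise, 2.282, may come from RNA of leukocytes in the cell preparation. Among the T cell markers, Cd28 was at the floor in PKI Con, so the size of its rise is uncertain. In SmoM2, 2 of the 6 fibroblast markers, Dcn and Col1a2, were called higher (log2 fold changes 4.40 and 2.94). Lum (2.18) and Pdgfra (0.73) rose without passing the threshold, and Col1a1 and Col3a1 changed by 0.36 and −0.07. In SmoM2 the markers therefore did not all rise together, as they would with RNA of fibroblasts alone. In Gnas-eKO, Col1a1, Col1a2, Col3a1, Dcn and Lum rose by 2.98, 3.17, 2.59, 4.07 and 5.54, and Pdgfra by 0.75. Of these, Dcn alone was called. Lum was at the floor of 3 counts in Gnas-eKO Con, so the size of its rise there is uncertain. In PKI, Col3a1, Dcn and Lum were called higher, at 1.61, 2.26 and 3.31. Col1a1 and Col1a2 rose by 2.05 and 1.47 without passing the threshold, and Pdgfra changed by −0.04. The fibroblast score rose by 1.74, 2.63 and 1.86 in SmoM2, Gnas-eKO and PKI, above Con in all 4 libraries of each (exact permutation adjusted p 0.0735 each, camera adjusted p 0.0199, 1.85e-05 and 0.0199). RNA of fibroblasts may therefore contribute to the BCC libraries, and its share was not measured.

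The 7 PKI libraries were set apart from the other 14 by a gap of more than 0.5 on the log2 scale for 34 genes, and SmoM2 and Gnas-eKO for 0 genes each. Among the 34, chosen after their values were seen, H2-Eb1 had a mean normalized signal of 45.6 in PKI against 1.15 elsewhere, Ostf1 65.9 against 0.22 and Rps2 895 against 12.4. Several of the 34 lie on chromosome 17, among them H2-Eb1, H2-T22 (25 against 3.95) and H2-T10 (1.59 against 12.5). Whether the 34 genes cluster along the genome was not tested. Batch and mouse strain were not told apart by any test here, and several of these genes have pseudogene copies.

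Gt(ROSA)26Sor, the transcript of the Rosa26 locus into which transgenes are often placed, ranged from 0.564 to 1.29 CPM in SmoM2 BCC and from 14.4 to 16.7 CPM in SmoM2 Con. In PKI it ranged from 0.559 to 6.35 CPM in Con and from 0.976 to 8.61 CPM in BCC. The labels do not state the alleles carried.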
